A study of Gallus gallus with 8 samples.

How the data were processed

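The data come from CUT&RUN, an assay in which an antibody tethers a micrococcal nuclease fusion protein to its target on chromatin, the nuclease cuts the DNA on either side, and the released fragments are sequenced. Per the labels, dissociated wild-type chick retina at stage E5 was treated with antibodies against the transcription factors Otx2 and Oc1, against the histone mark H3K27me3, or with IgG as a control, and the digestion was stopped at 25 or 30 min. This gives 8 samples, with 1 library for each antibody and time. Peak lists of the 4 Otx2 and Oc1 libraries were analysed. The 4 H3K27me3 and IgG libraries were not analysed here. The labels give the digestion times as conditions and number no replicates, so each library was kept as its own group, and the 2 times of an antibody are the only repeat of a measurement.

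The lists were deposited by the authors, 1 per library, in the 10-column layout for narrow peaks, with no header. The deposited columns hold each peak's position, the fold enrichment at its summit (a ratio), −log10 of its p and of its q, a score, and the offset of the summit. The deposited score equals 10 times −log10 q cut to a whole number in 100% of rows of each list. The aligner, the peak caller and its settings, the genome build, the handling of duplicate reads and the control are not stated in the labels or in the files. The smallest −log10 q in the deposited lists lies between 1.31 and 1.38, and the threshold itself is not stated. Fold and −log10 q are the authors' values throughout and were used to describe, rank or filter peaks within a list. Chromosome names include LGE64, which is 1 of the 34 sequence names in the lists and is absent from the GRCg7b gene table at hand. On 10 chromosomes a peak lies beyond the last gene of that table. The table was therefore not used, no gene names were assigned, and coordinates are given as in the lists, counted from 1, with the build not stated. Planned results on distance to transcription start sites, on core motifs at summits and on a fixed gene list need a genome of the same build and were not run.

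Sequencing depth is not listed, but fold and p together fix the reads behind a peak. A whole number of reads k, a scale c for the library and a background λ were sought such that the fold equals (ck + 1)/(λ + 1), with a pseudocount of 1, and p is the Poisson probability of more than ck reads, with ck cut to a whole number. All peaks of all 4 lists (100%) were recovered to within 0.002 in −log10 p, with c of 1 for 3 libraries and 0.845 for Otx2 at 30 min. Multiples of these read numbers fit equally well, and the smallest were taken. Read numbers are given before scaling by c throughout. For Otx2 at 30 min they are therefore larger than the numbers counted in calling. The smallest background was taken as the genome-wide one, and the smallest peak width as the length to which reads were extended. Backgrounds above it and below 1.5 reads, the range tested, were compared with whole numbers of control reads. Windows of the read extension, 1000 or 10000 bases were allowed. In each library, 100% of the peaks in that range matched. A separate control library would give such matches, but the levels of a 10000-base window lie close together. No rate of chance matches was computed, so the 100% does not by itself show a separate control. Which library served as control is not stated. Per the labels, the IgG and H3K27me3 libraries were prepared by another protocol than the Otx2 and Oc1 libraries. Genome-wide background divided by read extension gives reads per kb of the genome size that the peak caller used. That size is not stated, so depths are relative. On simulated lists of 8000 peaks in the layouts of Oc1 at 25 min and Otx2 at 30 min, the reads of 100% of peaks were recovered, and scales set to 1 and 0.831 came back as 1 and 0.831.

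Peaks of different lists were counted as shared when they overlapped by at least 1 base. Shares carry Wilson 95% intervals, and differences of paired shares a 95% interval from the discordant peaks. Both cover counting error over peaks only, since peaks of 1 library are not replicates. No p-values were computed because each group has 1 library. The level that position alone gives was taken from 1000 random shifts of a list along each chromosome, wrapping at the last peak. In a list of 11461 peaks made from Otx2 at 25 min with 40.5% kept in place, the overlap step returned 40.7%. For lists placed at random, the fold over shifted peaks averaged 1.04. Regions were formed by joining overlapping peaks of the 4 lists. Peaks were ranked by −log10 q, with ties broken by fold and then by position. Rank correlations are Spearman's, across matched peaks, with intervals from 200 bootstrap resamples. Median widths and covered lengths carry intervals from 1000 resamples. Libraries compared with 1 control share its chance values. Reads placed uniformly at the recovered depths, called against a shared control with the recovered background rule, gave 98 Otx2 and 84 Oc1 peaks at 25 min and 0 and 98 at 30 min. Of the 98 simulated Otx2 peaks at 25 min, 0 overlapped a simulated Oc1 peak, and at 30 min there was none to compare. The limit on width, at least 1 read extension, left few of the 9613 and 7938 stretches past the threshold at 25 min and of the 324 and 9692 at 30 min. Stretches were therefore also compared before this limit, with a shared control and with separate controls, a comparison added after the data were seen.

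Groups, comparisons, the rule for named peaks and most alternatives were fixed before the data were examined. Named peaks are the strongest peak of each library by −log10 q, the 3 regions with the highest smallest −log10 q among those found in all 4 libraries, and likewise 3 per antibody among regions found at both times of that antibody and at neither time of the other. Alternatives were a reciprocal overlap of 50%, summits within 200 bases, −log10 q of at least 5, the 2000 strongest peaks of each library, named chromosomes only, single digestion times, random placement of single peaks, merging of abutting peaks, and −log10 q in place of fold. A value counted as moved when it left the 95% interval of the main value, or, for a number of peaks or regions, when it differed by more than 1.5 times. A local shift of 20 to 100 kb, −log10 q of at least 6 and minima of 6 and 10 recovered reads at the summit were added after the data were seen. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.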

Results

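To map where the transcription factors Otx2 and Oc1 occupy chromatin in the developing retina, the study profiled chick retina at stage E5 by CUT&RUN at 2 digestion times. Otx2 is a homeodomain factor and Oc1 a cut homeodomain factor, and the study addressed their role in the development of cone photoreceptors. Peak lists of 4 libraries were compared, with 1 library for each antibody and time and hence no replicate of any condition. The Otx2 library at 25 min had 11495 peaks and the Otx2 library at 30 min had 9044. The Oc1 libraries had 9777 peaks at 25 min and 10664 at 30 min. Otx2 had 1718 more peaks than Oc1 at 25 min, and Oc1 had 1620 more than Otx2 at 30 min. The direction at 30 min depended on the cut. At a −log10 q of at least 5, Otx2 minus Oc1 was 554 peaks at 25 min and 77 at 30 min, with 1746 Otx2 peaks at 30 min tied at a −log10 q of 5.26. At a −log10 q of at least 6, it was 301 and -944. Among cuts at a −log10 q of at least 5 or 6 and minima of 6 or 10 summit reads, the minimum of 10 moved the numbers most. It left 2452 and 2542 Otx2 peaks and 2526 and 2863 Oc1 peaks at 25 and 30 min.

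The depth recovered from fold and p was 1.17 reads per kb for Otx2 at 25 min, 1.19 for Otx2 at 30 min, 0.967 for Oc1 at 25 min and 0.985 for Oc1 at 30 min, in units of the genome size used for peak calling. At both times the Otx2 library was deeper than the Oc1 library, by a ratio of 1.21. After the scaling used for calling, the ratio was 1.02 at 30 min. The recovered depth of the control was 1.88 reads per kb at 25 min from either antibody's list. At 30 min it was 1.01 reads per kb from either list. The values from both lists differed by at most 0.0141%, as a single control for both antibodies at each time would give, and the control at 30 min was the shallower. Peaks rested on few reads. The median number of reads at the summit was 6 for Otx2 at 25 min, 8 for Otx2 at 30 min, and 7 for both Oc1 libraries. The smallest number of reads in any called peak was 4 for Otx2 at 30 min and 3 in the other libraries. Peaks with at most 5 summit reads made up 14.2% of the Otx2 list at 30 min (Wilson 95% interval 13.5 to 14.97%). They made up 35.0% of the Otx2 list at 25 min (34.1 to 35.9%), 30.5% of the Oc1 list at 25 min (29.6 to 31.4%) and 33.6% of the Oc1 list at 30 min (32.7 to 34.5%). These read numbers are before scaling. After scaling by 0.845 and cutting to whole numbers, 7 reads of Otx2 at 30 min count as 5, and 8 as 6. By that count, 4573 of its 9044 peaks had more than 5 reads. Its share with at most 5 was then the highest of the libraries and not the lowest. Peak numbers crossed as the minimum number of reads before scaling rose. With at least 6 reads, Otx2 had 675 more peaks than Oc1 at 25 min and 680 more at 30 min. With at least 9 reads the differences were 13 and -200, and with at least 10 reads, Oc1 had the longer list at both times. With at least 6 reads as counted in calling, 4573 Otx2 and 7077 Oc1 peaks remained at 30 min.

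**Figure D1:**
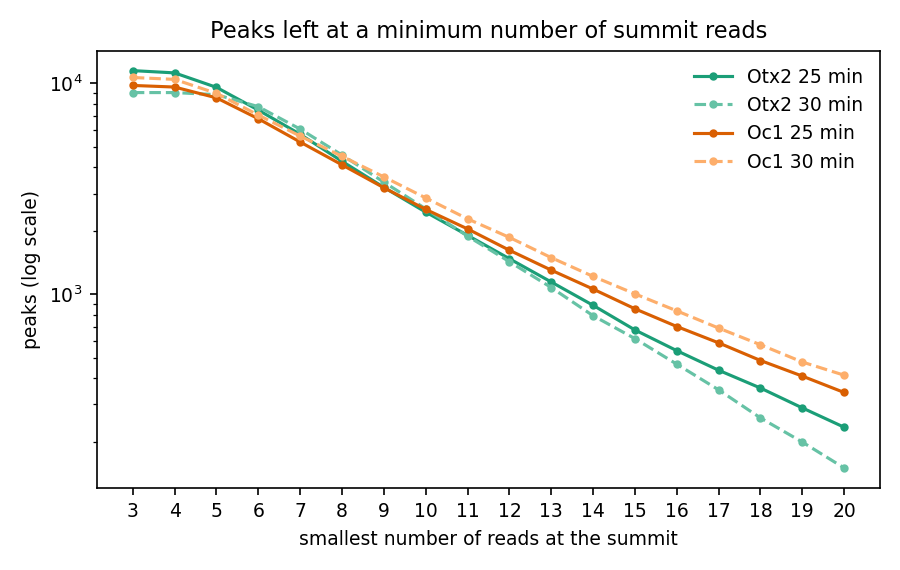
Number of peaks (log scale) with at least the number of summit reads on the horizontal axis, 1 line per library, solid for 25 min and dashed for 30 min. Reads are counted before the scaling by 0.845 of Otx2 at 30 min. All lines start between 9044 and 11495 peaks at 3 reads; at 20 reads, 342 and 413 Oc1 peaks remain at 25 and 30 min against 234 and 150 Otx2 peaks.

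Median peak width had the same order over the libraries as the length to which reads were extended, taken as the smallest width in each list. The extension was 157 bases for Otx2 at 25 min, 107 bases for Otx2 at 30 min, 194 bases for Oc1 at 25 min and 200 bases for Oc1 at 30 min. The median width was 250, 181, 291 and 308 bases in the same order, or 1.59, 1.69, 1.5 and 1.54 times the extension. Peaks covered 3442 kb for Otx2 at 25 min, 1957 kb for Otx2 at 30 min, 3234 kb for Oc1 at 25 min and 3739 kb for Oc1 at 30 min. The median fold enrichment was between 5.85 and 6.24 in all 4 libraries.

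The first comparison asked how far the lists of 1 antibody repeated between digestion times. Of the Otx2 peaks at 25 min, 5996 (52.2%, Wilson 95% interval 51.2 to 53.1%) overlapped an Otx2 peak at 30 min. Of the shorter Otx2 list at 30 min, 68.6% (67.6 to 69.6%) overlapped a peak at 25 min. For Oc1, 62.8% (61.8 to 63.7%) of peaks at 25 min overlapped a peak at 30 min, and 57.2% (56.2 to 58.1%) of peaks at 30 min overlapped a peak at 25 min. Shifted lists overlapped by 0.58 to 0.80% on average for these pairs, and no shift of 1000 exceeded 1.61%. The observed overlap was 89.5 times the shifted mean for Otx2 peaks at 25 min and 78.5 times for Oc1 peaks at 25 min. The definition of a shared peak moved these values most for Otx2. When each peak had to cover at least 50% of the other, 32.6% of the Otx2 peaks at 25 min were shared with 30 min. Overlap depended on peak strength. Among the strongest 10% of peaks of each library, between 95.9% and 98.1% overlapped a peak of the same antibody at the other time. Among the weakest 10%, the share was 31.1% for Otx2 at 25 min, 61.1% for Otx2 at 30 min, 40.5% for Oc1 at 25 min and 33.5% for Oc1 at 30 min. The fall was not steady at the weak end: in all 4 libraries the next weakest 10% had a lower share than the weakest, with 19.6%, 47.8%, 39.3% and 25.1% in the same order. Many peaks share a −log10 q, and with the shares averaged over tied peaks these values were 19.9%, 52.0%, 39.6% and 25.0%.

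**Figure D2:**
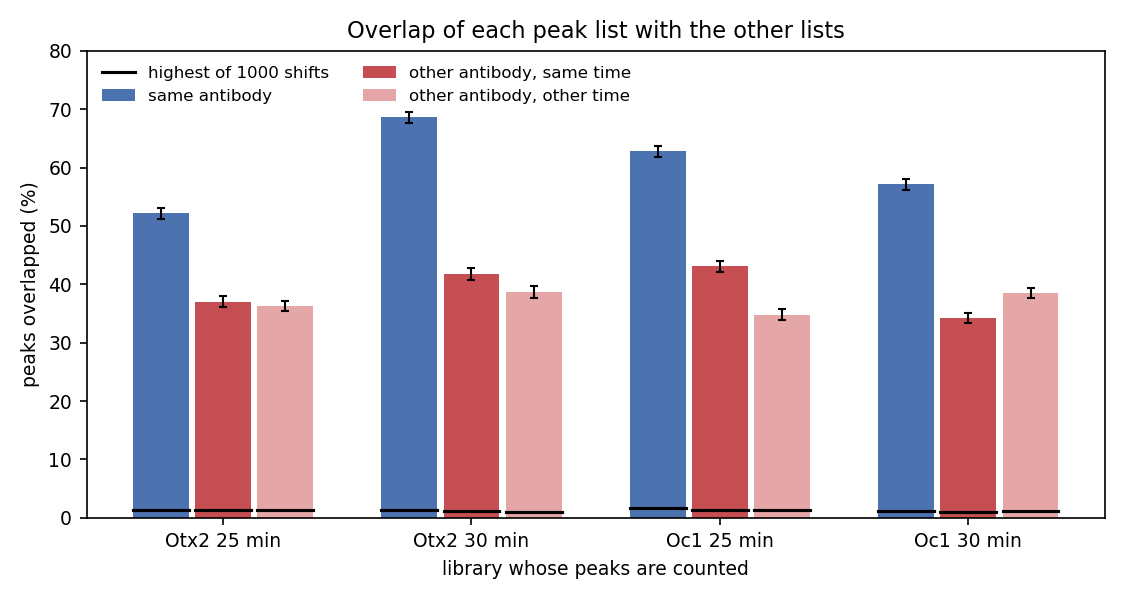
Percentage of each library's peaks that overlap a peak of the same antibody at the other time, of the other antibody at the same time, and of the other antibody at the other time; error bars are Wilson 95% intervals and black lines the highest of 1000 random shifts. In each library the same-antibody bar is the highest, from 52.2 to 68.6%, and all shifted values lie at or below 1.61%.

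The second comparison asked how many sites the 2 factors have in common. At 25 min, 37.0% (36.2 to 37.9%) of Otx2 peaks overlapped an Oc1 peak and 43.1% (42.1 to 44.1%) of Oc1 peaks overlapped an Otx2 peak. At 30 min the values were 41.7% (40.7 to 42.8%) of Otx2 peaks and 34.2% (33.3 to 35.1%) of Oc1 peaks. For Otx2 at 25 min the overlap was 52.4 times the mean of shifted lists, and for Otx2 at 30 min it was 58.5 times. In each of the 4 libraries the overlap with the same antibody exceeded that with the other antibody. The excess was 15.1 percentage points (95% interval 14.0 to 16.3) for Otx2 at 25 min and 26.9 points (25.6 to 28.1) for Otx2 at 30 min. It was 19.7 points (18.5 to 20.9) for Oc1 at 25 min and 23.0 points (21.8 to 24.1) for Oc1 at 30 min. With 1 library per condition, these intervals carry counting error and not the spread between preparations. The lists differ in length, which alone changes such shares. In lists cut to the 2000 strongest peaks, the same-antibody overlap was 51.7% for Otx2 at 25 min, 52.3% for Otx2 at 30 min, 58.7% for Oc1 at 25 min and 58.8% for Oc1 at 30 min. The other-antibody overlap was 26.95%, 24.7%, 27% and 24.4% in the same order.

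Libraries of 1 time had the same recovered control depth and those of different times did not. Overlap with the other antibody at the other time was 36.2% for Otx2 at 25 min and 38.7% for Otx2 at 30 min. It was 34.8% for Oc1 at 25 min and 38.5% for Oc1 at 30 min. Relative to the same-time values, it was lower in 3 libraries and higher for Oc1 at 30 min, in lists that also differ in length. As a fold over shifted lists, which takes list length into account, the pattern was another. The fold was lower at the other time for Otx2 at 25 min (45.3 against 52.4) and Oc1 at 30 min (45.1 against 56.8). It was higher for Otx2 at 30 min (61.9 against 58.5) and Oc1 at 25 min (60.2 against 52.2). In simulated libraries of uniformly placed reads at 25 min, 0 of 98 Otx2 peaks overlapped 1 of 84 Oc1 peaks. With so few peaks, stretches past the threshold were also compared before the limit on width. Of 9613 simulated Otx2 stretches at 25 min, 0.208% (Wilson 95% interval 0.135 to 0.321%) overlapped an Oc1 stretch with a shared control and 0.125% (0.071 to 0.218%) with separate controls. At 30 min no Otx2 peak was simulated, and 1 of 324 stretches overlapped with either kind of control. Reads of a real control are not uniform, so these values cover chance placement only.

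**Figure D3:**
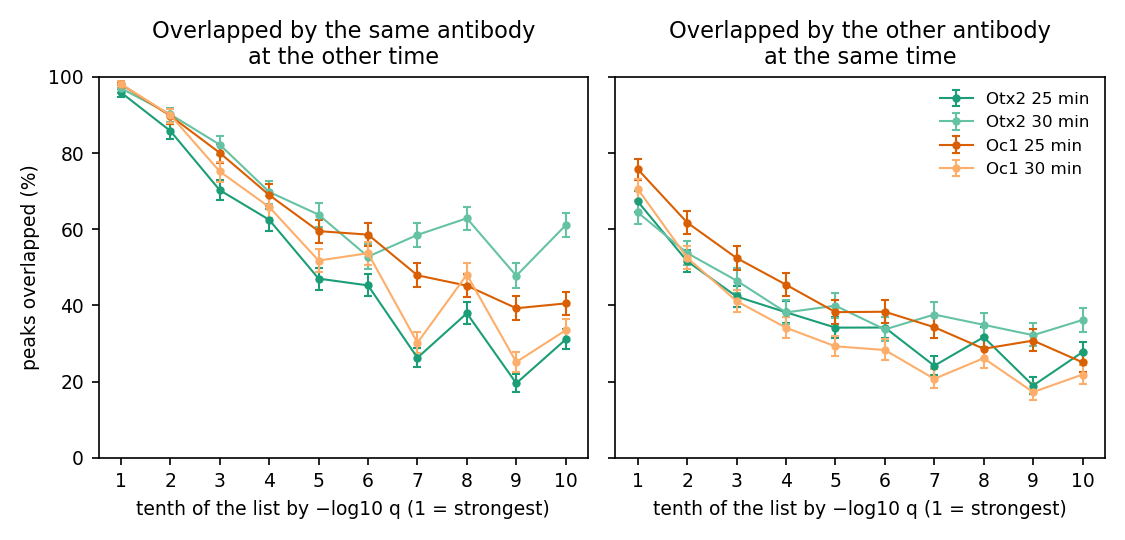
Percentage of peaks overlapped by the same antibody at the other time (left) and by the other antibody at the same time (right), for each 10% of a library's list ranked by −log10 q, with 1 as the strongest; error bars are Wilson 95% intervals. In the strongest 10%, the left panel lies at 95.9 to 98.1% and the right panel at 64.4 to 75.8%.

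In the strongest 10% of each list, overlap with the other antibody at the same time was 67.3% for Otx2 at 25 min, 64.4% for Otx2 at 30 min, 75.8% for Oc1 at 25 min and 70.6% for Oc1 at 30 min. Strength was also compared across matched peaks, which are not independent replicates. The fold enrichment of matched peaks had a Spearman's rho of 0.405 between the Otx2 libraries (95% interval 0.382 to 0.428, 5964 peaks) and of 0.487 between the Oc1 libraries (0.466 to 0.506, 6048 peaks). Among the 4 pairs of an Otx2 and an Oc1 library, rho ranged from 0.130 to 0.213. Both values within an antibody lay above the 4 values between antibodies, and the same held with −log10 q in place of fold.

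Joining the 4 lists gave 22266 regions, of which 11287 (50.7%) had a peak in 1 library only. A peak in all 4 libraries was found in 2299 regions. Regions with peaks at both times of Otx2 numbered 5980, and those with peaks at both times of Oc1 numbered 6037. Of the former, 38.4% (37.2 to 39.7%) were also found at both times of Oc1. Of the latter, 38.1% (36.9 to 39.3%) were also found at both times of Otx2. A further 2580 regions had peaks at both times of Otx2 and none of Oc1, and 2400 regions had peaks at both times of Oc1 and none of Otx2. The median fold enrichment was 7.60 in regions of all 4 libraries, 6.40 in regions of Otx2 at both times alone and 6.18 in regions of Oc1 at both times alone. In regions seen in 1 library it lay between 5.0 and 5.48.

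**Figure D4:**
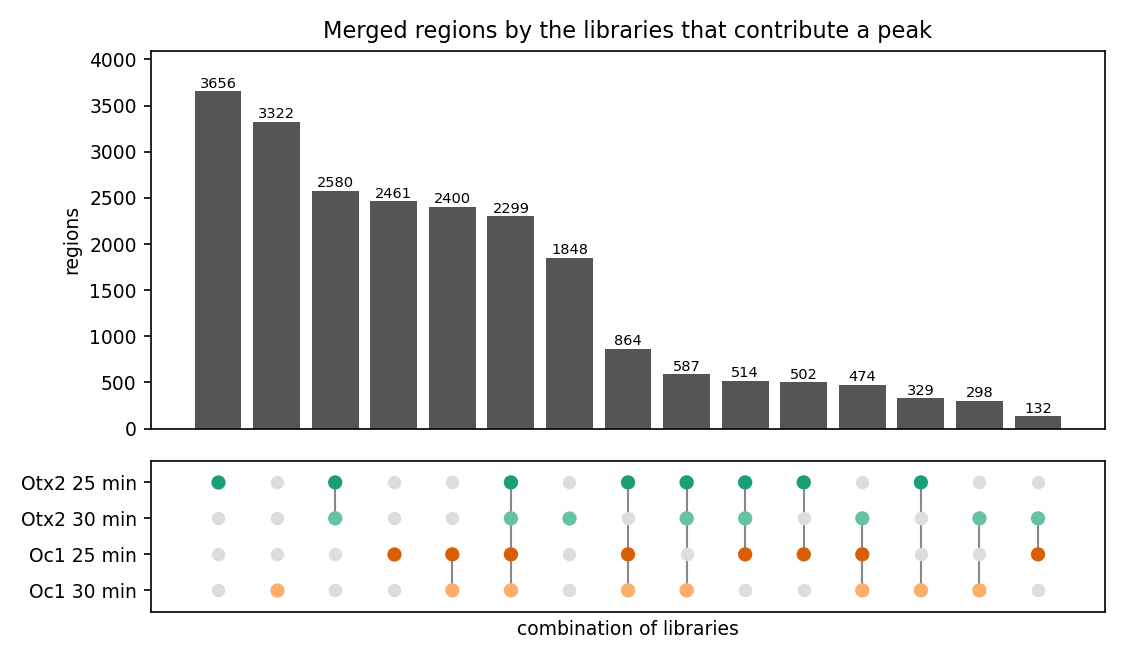
Number of merged regions for each combination of libraries that contribute a peak; filled dots below a bar mark the contributing libraries. The combinations of 1 antibody at both times (2580 for Otx2 and 2400 for Oc1) and of all 4 libraries (2299) are larger than any of the mixed combinations of 2 or 3 libraries, which hold 132 to 864 regions.

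Coordinates below are those of the lists, whose genome build is not stated, and the genes at these positions were not identified here. Among regions of all 4 libraries, the highest smallest −log10 q was found on chromosome 3. There the Otx2 peak at 25 min spanned 23468092 to 23468918, with a fold of 16.2 and 20 summit reads. The other libraries had folds of 16.4 (Otx2, 30 min), 22.9 (Oc1, 25 min) and 28.5 (Oc1, 30 min) at this region. The next region lay on chromosome 11, where the Otx2 peak at 25 min spanned 17879073 to 17879710. Its fold was 27.04 and 23.8 for Otx2 at 25 and 30 min and 15.2 and 20.9 for Oc1. The third lay on chromosome 5, where the Otx2 peak at 25 min spanned 54571583 to 54572622. Folds there were between 12.9 and 16.7, over a background that was itself raised 4.96 to 10.2 times above the genome-wide one.

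The strongest region with Otx2 at both times and no Oc1 peak lay on chromosome 5, from 44372594 to 44373095 at 25 min, with folds of 22.8 and 19.98 at 25 and 30 min. The others were on chromosome 6, from 34619352 to 34619640 (folds of 16.9 and 16.2), and on chromosome 13, from 2026597 to 2027054 (folds of 16.9 and 14.98). The strongest region with Oc1 at both times and no Otx2 peak lay on chromosome 26, from 1677709 to 1678218 at 25 min, with folds of 24.6 and 23.4. Another lay on chromosome 15, from 415680 to 416358 (folds of 20.2 and 23.0). The remaining one, on chromosome 19 from 54855 to 55872, had folds of 7.44 and 7.62 over a background raised 59.1 and 61.5 times above the genome-wide one.

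The strongest peak of the Otx2 list at 25 min lay on chromosome 10, from 17555385 to 17556073, with a fold of 36.7 and a −log10 q of 78.1. At 30 min it lay on chromosome 14, from 11334178 to 11334594, with a fold of 25.3 and a −log10 q of 47.6. Both Oc1 lists had their strongest peak at the same place on chromosome 2, from 17447371 to 17448515 at 25 min and from 17447365 to 17448517 at 30 min. Its fold was 305 at 25 min and 318 at 30 min, with 368 and 386 summit reads and a −log10 q of 1030 and 1084. The background there was 1.119 and 1.091 times the genome-wide one. The second strongest Oc1 peak had a fold of 37.9 at 25 min and 38.4 at 30 min. Otx2 also had a peak within this interval, with a fold of 8.36 and 9 reads at 25 min and a fold of 6.94 and 8 reads at 30 min.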

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

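The comparison of list lengths between antibodies went in opposite directions at the 2 digestion times. Otx2 minus Oc1 came to 1718 peaks at 25 min and to -1620 peaks at 30 min. The difference between the times was not tested, since each condition has 1 library. The tests on read depth, on the reads needed per peak, on several cuts of −log10 q and on simulated reads were chosen after the result was seen.

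Read depth by itself does not give a shorter Otx2 list at 30 min. After the scaling used for calling, by 0.845 for Otx2 at 30 min and by 1 for the other libraries, the depth ratio of Otx2 to Oc1 was 1.21 at 25 min and 1.02 at 30 min. The ratio thus moved in the direction of the pattern but stayed above 1, which leaves depth open as a part of the change between times and not as the whole of it. Peaks near the threshold of −log10 q are also not the whole of it. Otx2 minus Oc1 at 30 min was 77 with −log10 q of at least 5, the cut set beforehand, but this cut lies just below 1746 Otx2 peaks that share a −log10 q of 5.26. At the 9 whole-number cuts from 2 to 10, Otx2 had fewer peaks than Oc1 at 30 min in 8, and the antibodies differed in opposite directions at the 2 times in 7. The median difference at 30 min over cuts of 6 to 10 was -754. Ties also act in the other direction. The cut of 4, with -1083 at 30 min, lies just above 1171 Otx2 peaks tied at 3.85. The cut of 7, with -1472, lies just above 555 Otx2 peaks tied at 6.90. The cuts are nested, so they are not independent pieces of evidence.

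The number of reads needed per peak, counted before scaling, is a candidate explanation for a part of the pattern. The smallest peak of the Otx2 list at 30 min has 4 reads before scaling, against 3 in the other libraries. Scaled by 0.845 and cut to a whole number, these 4 reads count as 3 in calling. With at least 4 summit reads in every list, Otx2 minus Oc1 was 1607 at 25 min and -1402 at 30 min. In the full lists it was 1718 and -1620, so a common minimum of 4 removed little of the pattern. With at least 5 reads the differences were 1037 and -127. With at least 6 summit reads, Otx2 minus Oc1 was 675 at 25 min and 680 at 30 min. It was also positive at both times with at least 7 and 8 reads. With at least 9 it was 13 and -200, and with at least 10 it was -74 and -321. The positive difference thus holds for a narrow range of minima, and only for reads before scaling. For Otx2 at 30 min, a minimum of 6 reads as counted in calling is 8 before scaling. It left 4573 Otx2 and 7077 Oc1 peaks at 30 min. Minima of 5 and 4 as counted in calling left 7757 against 8968 and 8841 against 10446. The Otx2 list at 30 min stayed the shorter one by that count.

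Settings of the calls alone, without any binding, cannot be told apart from a difference between the libraries. Uniformly placed reads called with each library's settings gave 98 Otx2 and 84 Oc1 peaks at 25 min, and 0 and 98 at 30 min. The difference of 14 at 25 min lies within the counting error of such numbers and shows no direction. The difference of -98 at 30 min has the direction of the pattern. The 98 peaks are far fewer than those seen, but real reads are not uniform. Before the limit on width, the simulated stretches numbered 9613 for Otx2 and 7938 for Oc1 at 25 min, and 324 and 9692 at 30 min. Whether a weaker pile-up from the shorter read extension of the Otx2 library at 30 min lowered its number of peaks also cannot be told apart from other causes. The median ratio of summit reads per unit of depth, 30 over 25 min, was 0.981 for Otx2, but this is the ratio of the depths alone, because the median ratio of whole reads was 1. It also covers only peaks called at both times, and so none that were lost. A real change of Otx2 occupancy with digestion time stays open and was not tested.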

How the results depend on the processing

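The excess of same-antibody over other-antibody overlap was positive in all 4 libraries under each of the 5 alternatives tried, from 7.59 to 40.1 percentage points over the 20 values. Its size, the overlaps and the peak numbers moved with the settings. The causes were not tested, except that a stricter threshold or a shorter list holds fewer peaks by construction. A −log10 q of at least 6, minima of 6 and 10 summit reads and the local shift were chosen after the data were seen.

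With −log10 q of at least 5, peak numbers fell to 6042 and 6173 for Otx2 and 5488 and 6096 for Oc1 at 25 and 30 min. With −log10 q of at least 6 they were 4468 and 3708 for Otx2 and 4167 and 4652 for Oc1 at 25 and 30 min. With at least 6 reads they were 7471 and 7757 for Otx2 and 6796 and 7077 for Oc1. With at least 10 reads they were 2452 and 2542 for Otx2 and 2526 and 2863 for Oc1 at 25 and 30 min. Leaving out sequences other than named chromosomes, or merging abutting rows, changed no peak number by more than 3.

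Under a reciprocal overlap of 50%, same-antibody overlap was 32.6% and 41.4% for Otx2 at 25 and 30 min and 51.8% and 47.5% for Oc1. Other-antibody overlap was 25.0%, 21.4%, 29.4% and 18.1% in the same order, and the excess 7.59, 20.1, 22.4 and 29.4 points. With summits within 200 bases, same-antibody overlap was 50.2%, 64.1%, 59.2% and 54.2%, other-antibody overlap 33.9%, 38.2%, 39.7% and 32.1%, and the excess for Otx2 at 25 min 16.4 points. With −log10 q of at least 5, same-antibody overlap was 55.0% and 55.4% for Otx2 at 25 and 30 min and 56.1% for Oc1 at 30 min. Other-antibody overlap was 34.01%, 33.6%, 37.2% and 33.1%, and the excess 20.97, 21.8 and 25.4 points for both Otx2 libraries and Oc1 at 25 min. With the 2000 strongest peaks, same-antibody overlap was 52.3% for Otx2 at 30 min and 58.7% and 58.8% for Oc1. Other-antibody overlap was 26.95%, 24.7%, 27% and 24.4%, and the excess 24.7 points for Otx2 at 25 min and 31.7 and 34.4 points for Oc1. With at least 10 reads the excess was 28.3, 29.0, 40.1 and 36.2 points.

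The fold of the overlap over shifted lists stayed far above 1. With a local shift, which keeps the regional density of peaks, it was 52.0 for Otx2 and 53.0 for Oc1 across times, and 35.7 and 39.9 between antibodies at 25 and 30 min. With −log10 q of at least 5 these 4 values were 110.9, 110.7, 67.6 and 68.1.

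Regions found at both times numbered 3320 for Otx2 and 3401 for Oc1 with −log10 q of at least 5, and 1511 and 1816 with at least 10 reads. From the 25 min libraries alone there were 11400 Otx2 and 9728 Oc1 regions, and from the 30 min libraries alone 10652 Oc1 regions. The share of Otx2 regions that were also Oc1 regions was 36.4% with the reciprocal overlap, 31.0% with −log10 q of at least 5, 32.0% with at least 10 reads, 36.5% at 25 min alone and 40.8% at 30 min alone. The share of Oc1 regions that were also Otx2 regions was 28.0%, 30.2%, 26.6%, 42.8% and 34.1% in the same order.

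Of the alternatives for peak numbers, overlaps, their excess, the fold over shifted lists and regions, 25 stayed within the limits set beforehand. A further 83 moved and 0 changed sign. Only the 20 values of the excess could change sign, since peak numbers, shares and folds are positive. The difference in peak number between antibodies was not among these alternatives. At 30 min it did change sign, from -1620 to 77 with −log10 q of at least 5. With at least 6 reads it was 680. Most of the values that stayed are not listed above. Of the 28 alternatives for widths, covered lengths and rank correlations, 14 stayed within the limits, 14 moved and 0 changed sign. Among these, only the rank correlations could change sign. Results that need a genome (transcription start sites, core motifs and the fixed gene list) were not run. Depth limits the lists: at about 1 read per kb, a peak missing from a list was not detected at this depth, which is no evidence that the site is unbound.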

Other observations

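The tests on fragment length, on copies of 1 fragment and on carried-over reads were chosen after the values were seen. So were the averages over tied peaks and the comparison of backgrounds within libraries. The other tests in this part concern patterns found in the data and are not among the comparisons fixed beforehand.

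One Oc1 peak stood far above all others. The peak on chromosome 2 had 8.05 times the fold of the second strongest Oc1 peak at 25 min and 8.29 times at 30 min, whereas the strongest Otx2 peaks exceeded the second by 1.24 and 1.03 times. A repeated or amplified sequence would raise the control there by a like amount, but the background was 1.119 times the genome-wide one, and Otx2 had 9 and 8 reads at summits within this interval. Copies of 1 fragment alone would make a peak about as wide as 1 read extension, but the peak was 5.90 extensions wide. Width does not exclude copies on top of a wider, weaker peak, and the handling of duplicate reads is not stated. Whether the weak Otx2 peaks at this place are reads carried over from the Oc1 libraries cannot be told apart from binding. The background at 25 min allows 0.407 control reads, and so no read, within 1 extension of the summit, but whether the control was handled together with these libraries is not recorded. A site of very high Oc1 occupancy, a reaction of the Oc1 antibody with something else, and foreign DNA in both Oc1 preparations all stay open. So do copied fragments on top of a wider peak. The gene at this position was not identified here.

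Peaks unmatched at the other digestion time may in part be weak peaks missed at this depth. In the strongest 10% of peaks, the lowest share matched over the 4 libraries was 95.9%, against 31.1 to 61.1% in the weakest 10%. The share did not fall steadily with rank: it was lower in the next weakest 10%, at 19.6 to 47.8%, than in the weakest in all 4 libraries, and the reason was not tested. Peaks of equal −log10 q have no order of strength, and the 10% steps split them. For Otx2 at 30 min, 1746 peaks share a −log10 q of 5.26 and 1171 share 3.85. With shares averaged over tied peaks, the next weakest 10% lay at 19.9 to 52.0% and the weakest at 31.2 to 60.9%, which for Oc1 at 25 min is a difference of 39.6% against 40.6%. With about 1 read per kb and medians of 6 to 8 reads at the summit, a peak in 1 list and not in another is weak evidence of a difference between conditions. The strongest peaks differ in this respect: of the strongest 10%, 24.2 to 35.6% had no peak of the other antibody at the same time.

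Otx2 had a larger share of its peaks on the small chromosomes (numbered 11 and above) than Oc1 at both times. The share was 30.8% (29.9 to 31.6%) and 32.4% (31.4 to 33.3%) for Otx2 at 25 and 30 min, and 27% (26.1 to 27.9%) and 27.2% (26.3 to 28.0%) for Oc1. Among regions found at both times of 1 antibody alone, it was 36.3% (34.4 to 38.2%) for Otx2 and 25.8% (24.1 to 27.6%) for Oc1. Peaks near the threshold are unlikely to be the cause, since the smaller of the 2 differences among the 2000 strongest peaks was still 4.65 percentage points. Ties at the 2000th peak are split by position, but with −log10 q of at least 5, which splits no ties, the differences were 3.85 and 5.74 points. Fragment length could contribute: the Otx2 library with the shorter extension, at 30 min, exceeded that at 25 min by 1.60 points (0.32 to 2.88), and the order of the 4 shares nearly follows the order of the extensions. Small chromosomes of birds are rich in genes and GC, and GC content was not tested because no genome of this build was used. A difference between the factors in where they bind stays open as a hypothesis.

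Whether regions found in all 4 libraries in part reflect chromatin that is also cut in the control could not be decided. The background at the summit was raised above the genome-wide level in 69.2% of their peaks and in 60.0% of the peaks of regions with both times of 1 antibody, a difference of 9.16 percentage points (7.57 to 10.9). The pooled values mix libraries with different controls. Within libraries, the shares were 77.7% against 65.3% for Otx2 at 25 min, 59.9% against 49.2% for Otx2 at 30 min, 78.3% against 74.8% for Oc1 at 25 min and 62.1% against 51.6% for Oc1 at 30 min. A raised background was not confined to regions of all 4 libraries. Among regions with 1 library of each antibody, it was found in 40.9 to 70.5% of the peaks. The lowest share was that of Otx2 and Oc1 at 30 min. The highest was that of the 132 regions with Otx2 at 30 min and Oc1 at 25 min. Within each library, however, the share was lower in regions of that library alone than in regions of all 4. In regions of 1 library it was 59.2% and 46.8% for Otx2 at 25 and 30 min, and 65.8% and 39.3% for Oc1. Which library served as control is not stated, and the labels give the IgG and H3K27me3 libraries another preparation. The share that a uniform control would give was not computed. Peak strength was not matched either. The median fold was 7.60 in regions of all 4 libraries. It was 6.40 in regions of Otx2 at both times alone and 6.18 in those of Oc1. A stronger peak can pass the threshold over a higher background, so the difference in share cannot be separated from strength. Sites bound by both factors and open chromatin cut with any antibody stay open.

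Every library had 1 peak of 16754 to 16775 bases on the mitochondrial sequence. Its fold was 3.47 for Otx2 at 25 min, 2.37 for Otx2 at 30 min, 4.22 for Oc1 at 25 min and 3.52 for Oc1 at 30 min.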
